A study of Mus musculus with 12 samples.

How the data were processed

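Hippocampal RNA of mouse pups was measured in 12 libraries: 3 WT, 3 with the CaMKIIα-tTA driver (CAMK) and 6 with the driver and the CX3CL1 C-terminal transgene (CX3CL1-ct). Per the labels, the pups were littermates from lines crossed to C57BL/6J for 6 generations, at least 100 ng of RNA with an integrity number of at least 7.0 went into each stranded total RNA library after ribosomal RNA was depleted, and both ends of the fragments were read for 100 cycles on an Illumina HiSeq. The groups and replicate numbers come from the sample titles, and the columns of the file carry the same numbers, with CAMK written as CAMK2. No label gives the sex, the litter or a batch, or says that each library is a separate animal.

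The deposited table gives an FPKM value, made by the authors, for each of 29454 genes in each library, and per the submitters' processing notes the tools were TopHat, Bowtie, Cufflinks and Cuffdiff with genome build mm10, without versions or their order. How the FPKM were scaled between libraries and whether strand was used in counting are not stated. No gene is at 0 in every library, so the table holds only detected genes. The FPKM of a library summed to 552481 to 659362, and 22428 to 23446 genes were above 0. Small RNA genes held 42.1 to 46.6 percent of the sum in CX3CL1-ct, 50.9 to 52.3 in CAMK and 48.1 to 51.3 in WT. This share was thus lower in every CX3CL1-ct library than in all others. Rn7sk, a single RNA gene, was listed at 0 in every CX3CL1-ct library and at 68040 to 90862 FPKM in the others. The lower share may rest on that gene alone, and the share without it was not computed. Counts are not in the table, so depth was estimated. In genes of 500 to 5000 nt with 1 exon and 1 transcript the lowest values cluster at the value of 1 fragment, which gave 11900000 to 15700000 fragments per library, assuming fragments of 180 nt.

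The values were used as deposited and taken as log2(FPKM + 1). Fold changes are on that scale, which understates the change of low genes. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were kept, which left 16503. limma 3.58.1 in R 4.3.3 fitted 1 model with the 3 groups as means to all 12 libraries, with eBayes and trend, and gave two-sided p-values adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Cx3cl1, Cx3cr1, Camk2a and the mean of each list were compared by exact two-sided permutation of the libraries, where the smallest possible p is 0.0119 for 6 against 3 and 0.1 for 3 against 3. Of 33 gene lists, 32 were tested with limma's camera (preset correlation 0.01) and adjusted over the lists, with camera at an estimated correlation and fry beside it. The list of mitochondrially encoded genes was void, since 2 of its 26 members are in the table. Gene IDs were matched without their version to GENCODE M21 (mm10), which holds 29258 of them, 28072 under the same symbol, and coordinates and overlapping exons come from there. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

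The grouping, the tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Under that rule the text names Cx3cl1, Cx3cr1, Camk2a, Tgfb2, Tgfb3, Smad2 and Smad3, and the 10 largest rises and falls past the threshold. Those have groups that do not overlap and a mean FPKM of at least 2 in the higher group, leaving out predicted genes, small RNA genes and pseudogenes. It also names up to 4 members per list past the threshold over the list alone, or up to 2 with the smallest p where none pass. Some genes that the rule names are not reported here. The genes listed at 0 that this rule leaves out, the 4 neighbouring genes of chromosome 12 and the genes nearly restricted to WT as a group were chosen after their values were seen, and so were the Hist1h genes.

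The same steps were tested on simulated data for the same 16503 genes, with 100 genes changed 2-fold and 100 changed 4-fold. For CX3CL1-ct against CAMK, 92 and 97 were called with the right sign, and 14 of 203 calls were false. For CX3CL1-ct against WT these were 94 and 99, and 10 of 203, and for CAMK against WT 93 and 97, and 8 of 198. On simulated data without change 0 genes were called in each comparison, and 0, 1 and 0 of the 32 lists. In the real data camera's estimated correlation between members reached 0.780 (choroid plexus), while the preset was 0.01. The simulated count of lists thus need not hold for the real lists. Recovery was not given by expression level.

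Replicate numbers 1, 2 and 3 occur in all 3 groups. Deviations from the group means of same-numbered CAMK and WT libraries correlated over genes by 0.236, 0.163 and 0.100 (0.100266 for the last, so only just over 0.1), which meets the rule for pairs, so the value with the number as a block is given beside the result where it changes a call. The values for CX3CL1-ct with CAMK (0.0467, -0.0938 and -0.0821) and with WT (0.0849, -0.0159 and 0.00388) do not meet it. The numbers also go with the female share, at 7.75, 95.1 and 60.6 percent in CAMK 1, 2 and 3 and 22.0, 97.7 and 66.6 percent in WT, so pairs by number were not separated from sex. The blocked counts had been seen when this was settled. The block was added to the model of all 12 libraries. Numbers 4 to 6 occur only in CX3CL1-ct, so the blocked spread rests on libraries 1 to 3 of each group. In CX3CL1-ct the female share was 0.397 to 5.28 percent in libraries 1 to 4, 15.7 in 6 and 87.9 in 5, so the groups differed in it too. The alternatives were pseudocounts of 0.1 and 0.5, no filter and a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, a robust prior, sample weights, the 2 compared groups only, the block, a minimum change of 1.5-fold, and each library left out in turn. Chosen after seeing the data were CX3CL1-ct 1 to 3 averaged, alone or with WT 3 and CAMK 3 left out, covariates for the female share and for the level of WT-restricted genes, and leaving out genes at 0 in a whole group. A covariate for sex in 2 classes was planned and not run, since Xist in CAMK 3 and WT 3 lay between the classes. All columns of the table were used.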

Results

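RNA was sequenced from the hippocampus of mouse pups after removal of ribosomal RNA, in 12 libraries. The 3 wild-type (WT) libraries came from pups without a transgene. The 3 CAMK libraries came from pups with the CaMKIIα-tTA driver, which makes the tetracycline transactivator in forebrain neurons. The 6 CX3CL1-ct libraries came from pups with the driver and a transgene for the C-terminal part of CX3CL1, a chemokine that neurons hold in their membrane and whose receptor CX3CR1 is made by microglia. The sample labels give the age as postnatal day 4, and the series' design text gives postnatal day 0. The depth, estimated from the value of a single fragment in short genes, was about 11900000 to 15700000 fragments per library. An FPKM (fragments per kilobase of transcript, scaled to the library's total) of at least 1 was reached by 15318 to 15861 genes per library. The labels do not say that each library came from a separate animal, so the p-values measure only the spread between these samples.

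The targeted gene was measured first. Cx3cl1 (chromosome 8, 94772009 to 94782427, mm10) stood at 38.6 ± 5.49 FPKM (SD, n = 6) in CX3CL1-ct, 38.2 ± 3.46 (n = 3) in CAMK and 40.6 ± 1.89 (n = 3) in WT. The exact two-sided permutation p was 0.917 for CX3CL1-ct against CAMK, 0.595 for CX3CL1-ct against WT and 0.4 for CAMK against WT, where 3 against 3 libraries cannot give less than 0.1. The gene-level value checks the labels only as far as transgene fragments map to the endogenous gene, so the CX3CL1-ct group rests on its labels. Cx3cr1, the receptor, stood at 5.58 ± 1.02, 5.63 ± 1.04 and 5.21 ± 0.790 FPKM in CX3CL1-ct, CAMK and WT, with exact p of 0.952, 0.607 and 0.5 in the same order of comparisons. Camk2a, whose promoter gives the driver its name, stood at 24.6 ± 5.76, 24.6 ± 2.49 and 34.8 ± 4.34 FPKM, with exact p of 1, 0.0476 and 0.1. Over all genes, limma gave Camk2a an adjusted p of 0.236 for CX3CL1-ct against WT and 0.334 for CAMK against WT. For CAMK against WT with the replicate number as a block, the adjusted p was 0.0211.

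Of the signalling genes fixed in advance, none passed the test over all genes in any comparison. Tgfb2, a TGF-β ligand, stood at 6.90 ± 1.48 FPKM (n = 6) in CX3CL1-ct, 6.88 ± 0.870 (n = 3) in CAMK and 10.4 ± 2.05 (n = 3) in WT. Its log2 difference was -0.01 between CX3CL1-ct and CAMK (SE 0.15, adjusted p = 0.997), -0.54 between CX3CL1-ct and WT (adjusted p = 0.158) and -0.53 between CAMK and WT (adjusted p = 0.230). Tgfb3, another ligand of the family, stood at 2.73 ± 0.852, 2.11 ± 0.183 and 2.06 ± 0.287 FPKM in the same order. Smad2 and Smad3 carry the TGF-β signal to the nucleus. Smad2 stood at 24.3 ± 2.25, 24.9 ± 0.927 and 21.3 ± 2.31 FPKM, and Smad3 at 4.03 ± 0.558, 3.56 ± 0.453 and 4.20 ± 0.997. Between CX3CL1-ct and CAMK the adjusted p was 0.883 for Tgfb3, 0.965 for Smad2 and 0.901 for Smad3.

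**Figure D1:**
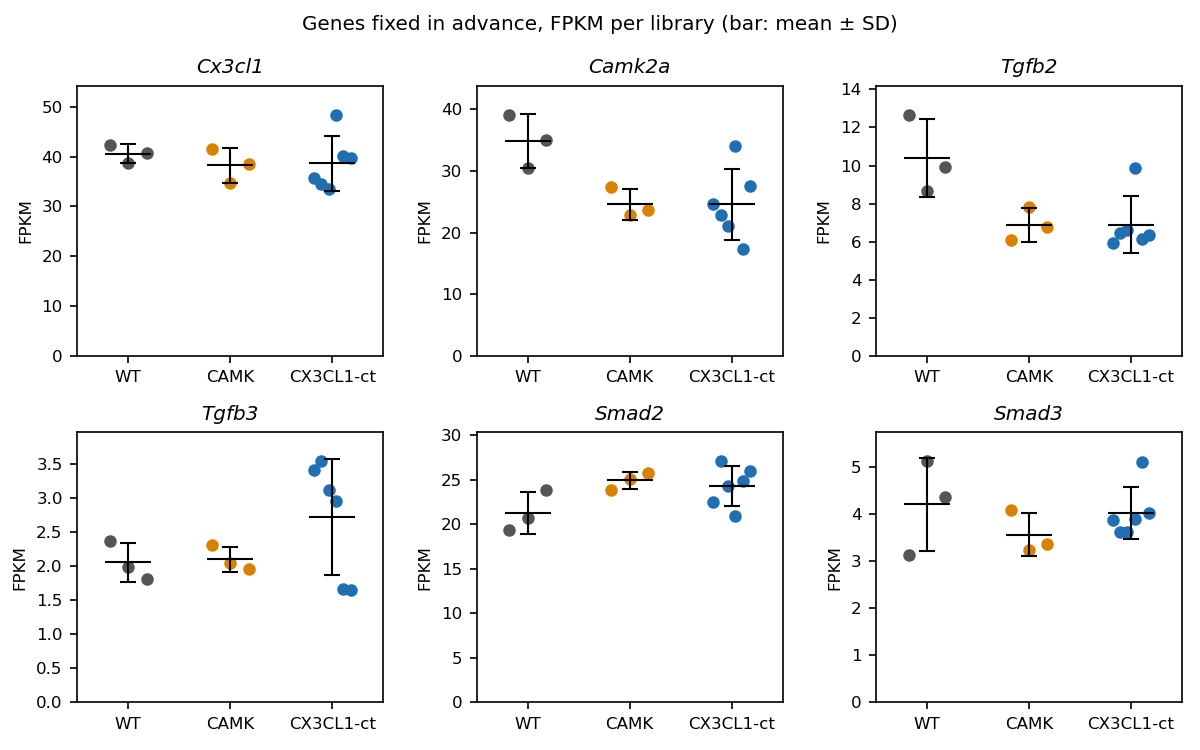
FPKM of Cx3cl1, Camk2a, Tgfb2, Tgfb3, Smad2 and Smad3 (y axis) in each library (points) of WT, CAMK and CX3CL1-ct (x axis), with bars at the mean ± SD. Mean Tgfb2 was 10.4 in WT, 6.88 in CAMK and 6.90 in CX3CL1-ct.

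CX3CL1-ct against CAMK asks what the CX3CL1 transgene changes beyond the driver, in pups that all carry the driver. Genes of cell division rose slightly together in libraries labelled CX3CL1-ct: 30 of 30 members of the proliferation and cell cycle list had a positive log2 fold change, with a median of 0.18 (camera adjusted p = 4.36e-07). Genes of the meninges and fibroblasts rose, with 13 of 13 members higher (median 0.41, adjusted p = 2.88e-05). Cytoplasmic ribosomal protein genes rose, with 38 of 41 members higher (median 0.10, adjusted p = 0.00244). Genes of the glutamatergic synapse fell, with 23 of 28 members negative and a median of -0.07 (adjusted p = 2.88e-05). None of these 4 lists kept its call with an estimated correlation between genes, where the adjusted p was 0.804 for each. fry called 0 of the 32 lists, of which 7 had an unadjusted p under 0.05. The meninges list was fixed as one of other tissue and the ribosomal list as one of RNA quality. Their rises may thus reflect the tissue taken or the RNA rather than genotype, which was not tested.

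No single member of these 4 lists passed the test, adjusted over the list alone or over all genes. Among the proliferation genes, Birc5, an inhibitor of apoptosis needed for cell division, stood at 4.31 ± 0.441 FPKM (n = 6) against 3.35 ± 0.275 (n = 3). Cdk1, the kinase that drives mitosis, stood at 6.40 ± 0.465 against 5.09 ± 0.586. The mean log2 level of the list was higher in all 6 CX3CL1-ct libraries than in every CAMK library (2.54 ± 0.0928 against 2.37 ± 0.0527), with an exact two-sided permutation p of 0.0238, or 0.286 adjusted over the lists. For the other 3 lists the exact two-sided p of the list mean was 0.107 (meninges, 4 of 6 libraries above all CAMK), 0.0833 (ribosomal, 5 of 6 above) and 0.190 (synapse, 4 of 6 below and 2 of 6 above). The median of the synapse list moved to -0.03 without CAMK 1 or CX3CL1-ct 5, to -0.10 without CAMK 2, to -0.12 without CX3CL1-ct 4 and to -0.13 without CX3CL1-ct 6, and that of the ribosomal list to 0.05 without CAMK 2. In the same libraries, 6 genes nearly restricted to WT, among them the neural crest regulator Hand2, had a median level relative to WT of 0.0219 to 0.190 in CX3CL1-ct and 0 to 0.0221 in CAMK. With that level as a covariate the proliferation list had an adjusted p of 0.0298. The ribosomal list lost its call (0.317) with a median of 0.08, close to that before, and the synapse list (0.266) with a median of -0.01. With the female share of each library, estimated from Xist and Y-linked genes, as a covariate, the calls of the meninges (median 0.22, adjusted p = 0.175) and ribosomal lists (0.05, 0.66) ended. The striatum list, with a median of 0.09 and no call before, then passed (median 0.67, adjusted p = 0.00293). Of the meningeal genes, Aldh1a2, which makes retinoic acid, stood at 5.33 ± 1.55 against 2.68 ± 0.565 FPKM, and the list mean was highest in CX3CL1-ct 4 (3.62). Of the ribosomal protein genes, Rpl7 stood at 172 ± 7.43 against 152 ± 5.55 and Rps14 at 170 ± 8.97 against 148 ± 13.1. Of the synaptic genes, Nlgn3, a postsynaptic adhesion protein whose exons overlap another annotated gene, stood at 30.9 ± 2.02 against 35.1 ± 1.25. Shank2, a postsynaptic scaffold, stood at 18.5 ± 3.58 against 23.2 ± 3.18.

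The other 28 lists did not pass. Neural stem cell and radial glia genes were positive in 16 of 20 members (median 0.12, adjusted p = 0.187), and intermediate progenitor and neuroblast genes in 10 of 17 (median 0.14, adjusted p = 0.459). Eomes, a transcription factor of intermediate progenitors, stood at 6.96 ± 4.78 FPKM against 1.44 ± 0.0835, and Igfbpl1 of the same list at 18.5 ± 4.91 against 11.3 ± 0.617, neither past the test (adjusted p = 0.725 for both). TGF-beta and Smad genes were positive in 19 of 25 members (median 0.09), BMP genes in 11 of 15 (median 0.18), Notch genes in 16 of 19 (median 0.06) and insulin and IGF genes in 14 of 20 (median 0.12), each with an adjusted p of 0.325. Wnt genes were positive in 13 of 19 (median 0.10, mean -0.01, adjusted p = 0.459), and neurotrophin and growth factor genes in 9 of 16 (median 0.04, adjusted p = 0.462). Inflammation and interferon genes were positive in 7 of 8 (median 0.10, adjusted p = 0.325), and unfolded protein response genes in 13 of 14 (median 0.06, adjusted p = 0.375). Immediate early genes were positive in 14 of 16 (median 0.11, adjusted p = 0.459). APP processing and Alzheimer-related genes were positive in 15 of 20 (median 0.04, adjusted p = 0.721), and apoptosis and p53 response genes in 11 of 16 (median 0.07, adjusted p = 0.825).

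Of the cell types, astrocyte genes were positive in 14 of 19 members (median 0.09, adjusted p = 0.187) and microglia genes in 16 of 21 (median 0.09, adjusted p = 0.325). Endothelial and pericyte genes were positive in 15 of 19 (median 0.09, adjusted p = 0.444), and GABAergic interneuron genes in 12 of 19 (median 0.15, adjusted p = 0.459). Dentate granule neuron genes were positive in 4 of 12 (median -0.06, adjusted p = 0.375). In 3 lists the median was negative and the mean positive: ependyma and motile cilia (5 of 13 positive, median -0.04, mean 0.02, adjusted p = 0.325), oligodendrocyte precursor and myelin (7 of 15, -0.02, 0.07 and 0.704) and pyramidal neurons of the CA fields (7 of 15, -0.01, 0.01 and 0.825). Thalamus genes were positive in 4 of 16 (median -0.17, adjusted p = 0.105). The thalamus list passed with the WT-restricted level as a covariate (adjusted p = 0.00608) and with CX3CL1-ct 1 to 3 averaged (median -0.11, adjusted p = 0.0445). Neocortex genes were positive in 7 of 18 (median -0.04, adjusted p = 0.325). Erythroid and blood genes were positive in 5 of 6 (median 0.27, adjusted p = 0.407). Choroid plexus genes were positive in 9 of 13 (median 0.01, adjusted p = 0.477) and striatum genes in 11 of 18 (median 0.09, adjusted p = 0.573), although camera's direction was down for both. The transgene and receptor list was positive in 1 of 3 (median -0.01, adjusted p = 0.573) and the sex-linked list, a check of the samples, in 4 of 5 (median 0.98, adjusted p = 0.459). Etv1, a transcription factor that both the neocortex and the CA field lists hold, stood at 9.63 ± 1.82 FPKM against 6.26 ± 0.183. It was the only member of any list past the threshold adjusted over the list alone (0.0234 and 0.0195), and its adjusted p over all genes was 0.697.

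Over all 16503 genes tested, 10 passed, 2 higher and 8 lower in CX3CL1-ct, and 1051 had an unadjusted p under 0.05 where chance would give 825. In 9 of the 10 genes a whole group was listed at 0. Celf2, an RNA-binding splicing regulator (chromosome 2, 6539694 to 7509563), was listed at 0 in all 6 CX3CL1-ct libraries, at 99.5, 101 and 101 FPKM in CAMK 1, 2 and 3, and at 90.9, 103 and 102 in WT 1, 2 and 3. Gm10855, Gm10115 and Gm26315, which lie within Celf2, and Rn7s6 (chromosome 6) were also listed at 0 in all 6. So was Rn7sk (chromosome 9), the RNA that holds the elongation factor P-TEFb inactive, which was listed at 68040 to 90862 FPKM in the CAMK and WT libraries. Snord34 and Gm24729 were listed at 0 in CX3CL1-ct and WT, and Gm13997 at 0 in CAMK. The file cannot show whether such a 0 is an absent transcript or a failed estimate, so no fold is given.

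Eid1, an inhibitor of the histone acetyltransferase EP300 (chromosome 2, 125673095 to 125674785), was the only other gene past the threshold. It stood at 148 ± 8.53 FPKM (n = 6) in CX3CL1-ct and at 0.232, 6.82 and 4.62 FPKM in CAMK 1, 2 and 3, a log2 difference of 5.29 (SE 0.69, adjusted p = 0.0108). In WT it stood at 134, 9.45 and 64.0 FPKM in libraries 1, 2 and 3, so WT spanned most of that range. An exon of Shc4 overlaps Eid1 on the opposite strand, and whether strand was used in counting is not stated. Shc4 itself stood at 0.830 FPKM in CAMK, 1.03 in WT and 1.73 in CX3CL1-ct, far below the difference in Eid1. The call of Eid1 ended without CAMK 1 (log2 difference 4.48, adjusted p = 0.0722), without CAMK 3 (5.58, 0.0642), with the WT-restricted level as a covariate (5.63, 0.0762) and with CX3CL1-ct 1 to 3 averaged (5.31, 0.135), so the difference itself stayed large. The call of the ribosomal protein list ended without CAMK 2 (0.260), and the number of lists called, 4, was 7 without CAMK 1, 8 without CX3CL1-ct 5 and 10 without CX3CL1-ct 6. With a robust prior 9 of the 10 genes passed, 1 higher and 8 lower, so the call of either Eid1 or Gm13997 ended. With every gene that has a whole group at 0 left out, limma called 0 genes, and 1028 had an unadjusted p under 0.05.

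**Figure D2:**
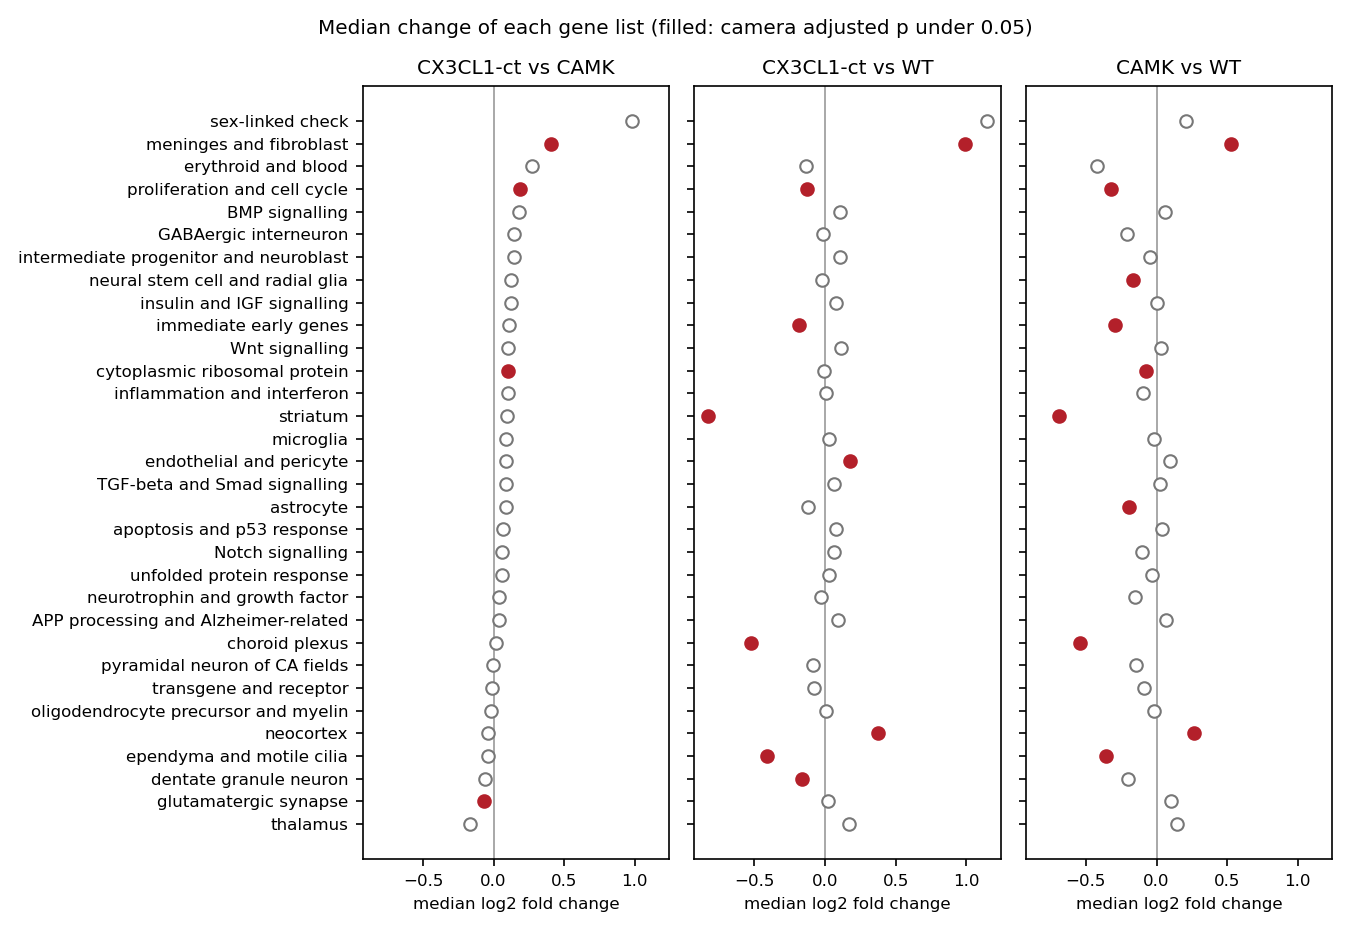
Median log2 fold change (x axis) of each of the 32 gene lists tested (y axis) in the comparisons CX3CL1-ct against CAMK, CX3CL1-ct against WT and CAMK against WT. Filled points passed camera at an adjusted p of 0.05 with the preset correlation, which were 4, 9 and 10 lists, while with an estimated correlation 0 passed in each.

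CX3CL1-ct against WT asks what driver and transgene change together. Of the lists called, genes of the meninges rose the most in libraries labelled CX3CL1-ct: 13 of 13 members of the meninges and fibroblast list were higher, with a median log2 fold change of 0.99 (camera adjusted p = 4.18e-13). Of these, 11 passed adjusted over the list alone and 5 over all genes. Slc6a13, a GABA and taurine transporter of the meninges, stood at 9.74 ± 3.02 FPKM (n = 6) against 2.33 ± 1.15 (n = 3), and Aldh1a2 at 5.33 ± 1.55 against 1.36 ± 0.542. Proliferation genes fell, with 27 of 30 members lower (median -0.13, adjusted p = 9.48e-08), the opposite direction to the comparison with CAMK. The list mean was below all WT in 3 of 6 libraries (exact two-sided permutation p = 0.0833), and CX3CL1-ct 1, 2 and 3 stood above WT 1. The genes nearly restricted to WT fell in the same comparison, to 0.0219 to 0.190 of the WT level. Past the list alone were Birc5 (4.31 ± 0.441 against 5.75 ± 0.403), Cenpf and Cdk1, and none passed over all genes. With an estimated correlation the adjusted p was 0.359 for both lists. fry, which asks only whether a list's genes move one way, called the meninges (0.0349), BMP (0.0426) and apoptosis (0.0426) lists.

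Lists of other neighbouring tissues differed too. These and the meninges list may reflect tissue taken along with the hippocampus rather than genotype, which was not tested. Choroid plexus genes fell, with 13 of 13 members lower (median -0.53, adjusted p = 2.50e-05), as did striatum genes, with 16 of 18 lower (median -0.83, adjusted p = 1.65e-06), with no member past the list alone in either. With an estimated correlation the adjusted p was 0.473 for both, and the exact two-sided permutation p of the list mean was 0.167 and 0.345. The choroid plexus median was -0.27 without WT 1 and -0.95 without WT 2, and the striatum median -1.47 and -0.40. Libraries stood apart within groups: the mean log2 level of the striatum list was 4.13 and 3.72 in WT 2 and 3 against 1.94 in WT 1. It was 3.77 in CX3CL1-ct 5 and at most 2.45 in the other CX3CL1-ct libraries, while the choroid plexus list was lowest in CAMK 1 (1.44) and CX3CL1-ct 6 (1.64). Ependyma and motile cilia genes fell, with 11 of 13 lower (median -0.41, adjusted p = 1.18e-06, or adjusted p = 0.359 with an estimated correlation). Of these Ccdc153 passed the list alone (1.99 ± 0.717 against 3.64 ± 0.364).

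Neocortex genes rose, with 14 of 18 members higher (median 0.37, adjusted p = 0.00759, or adjusted p = 0.458 with an estimated correlation), and their mean was highest in CX3CL1-ct 6 (4.68). Past the list alone were 6 higher, among them Ctgf (6.69 ± 2.43 against 2.04 ± 0.727) and Cux1 (27.2 ± 2.93 against 20.8 ± 1.89), and 1 lower, Bcl11b. Endothelial and pericyte genes rose, with 15 of 19 higher (median 0.17, adjusted p = 0.0343, or adjusted p = 0.605 with an estimated correlation), with Tek, Anpep, Cdh5 and Vwf past the list alone. Dentate granule neuron genes fell, with 9 of 12 lower (median -0.17), as did immediate early genes, with 14 of 16 lower (median -0.18), each with an adjusted p of 0.00759 and no member past the list alone. With an estimated correlation the adjusted p was 0.359 for both. The median of the endothelial list was 0.10 without WT 2, and that of the immediate early genes -0.12 without CX3CL1-ct 5.

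Of the other 23 lists, 10 had members past the threshold adjusted over the list alone. In the BMP list (11 of 15 positive, median 0.11, adjusted p = 0.0729) these were Bmp7 (3.65 ± 0.820 against 1.85 ± 0.364), Bmp6 and the BMP antagonist Nog, all higher. In the insulin and IGF list (16 of 20 positive, median 0.08, adjusted p = 0.200), 4 were higher, among them Igfbp5 (38.4 ± 5.90 against 24.6 ± 0.101) and Igf2 (48.7 ± 14.8 against 23.8 ± 5.85), and 1 was lower. In the TGF-beta list (16 of 25 positive, median 0.06, adjusted p = 0.711), Smad1 was higher (18.3 ± 0.896 against 15.3 ± 0.736) and Tgfb2 lower. The apoptosis list (12 of 16 positive, adjusted p = 0.362) was another of the 10. Stmn1 and Elavl4 were higher in the intermediate progenitor list (11 of 17 positive, adjusted p = 0.362). Gjb6 was higher in the astrocyte list (5 of 19 positive, adjusted p = 0.0762) and Cldn11 in the oligodendrocyte list (8 of 15 positive, adjusted p = 0.975). Spock1 was higher and Zbtb20 lower in the CA field list (7 of 15 positive, adjusted p = 0.334). Bst2 was lower in the inflammation list (5 of 8 positive, adjusted p = 0.210) and Camk2a in the transgene and receptor list (1 of 3 positive, adjusted p = 0.178). Of these genes only Cldn11 also passed over all genes, and the remaining 13 lists, with camera adjusted p from 0.111 to 0.975, had no member past the threshold. Camera's direction was down although the median was positive for the glutamatergic synapse (0.02), unfolded protein response (0.03), Notch (0.06) and inflammation (0.01) lists, and although the mean was positive for the ribosomal protein (0.02) and CA field (0.03) lists.

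Over all genes 75 passed, 33 higher and 42 lower, and 2029 had an unadjusted p under 0.05. Which direction held the majority depended on the setting. With the 2 compared groups alone 4 were higher and 34 lower, but with a pseudocount of 0.1 these were 41 and 32. The gene with the largest rise was Ptgds, a prostaglandin D synthase of meninges and choroid plexus, at 234 ± 153 FPKM (n = 6) against 21.9 ± 8.92 (n = 3). Its log2 fold change was 3.25 (SE 0.41, adjusted p = 0.00338), with 6 of 6 libraries above all WT. Slc6a13 (log2 fold change 1.69, adjusted p = 0.0156) and Aldh1a2 (1.41, adjusted p = 0.0164) followed. Slc22a6 (1.38), Gjb2 (1.36), Apod (1.30), Fmod (1.24), Emp3 (1.21), Cldn11 (1.10), Ptger3 (1.09) and Foxc1 (0.73) rose as well. The largest falls outside the genes listed at 0 were in genes nearly restricted to WT. Rhox5, a homeobox gene of the reproductive tract, stood at 0.499 ± 0.299 FPKM against 5.67 ± 1.23 (-2.16, adjusted p = 8.56e-05). Hand2 stood at 0.370 ± 0.284 against 3.33 ± 0.139 (-1.68, adjusted p = 3.65e-04). Eno1b (-1.89), Baiap2l1 (-1.81), Slc16a3 (-1.54) and Dkk1 (-1.36) fell too, and exons of Baiap2l1 and Hand2 overlap genes on the opposite strand, which leaves their values uncertain.

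Calls were lost when single libraries were left out, while the folds stayed similar. Without WT 2 and WT 3 the log2 fold change of Ptgds was 3.01 and 3.19, that of Emp3 1.25 and 1.14 and that of Apod 1.15 and 1.34. Leaving out a CAMK library leaves the folds of this comparison as they are and changes the spread, the degrees of freedom and the number of genes tested (16405 to 16446). Of the 11 genes named as rising, Ptgds alone kept its call with the 2 compared groups alone (adjusted p of the others 0.0519 to 0.109) and with CX3CL1-ct 1 to 3 averaged (0.107 to 0.240). The call of the endothelial list ended in both (0.0529 and 0.106). The neural stem cell list passed with CX3CL1-ct 1 to 3 averaged (median -0.06, adjusted p = 0.0411). Leaving out WT 2 or WT 3 ended the call of each of the 11 genes named as rising, with a highest adjusted p from 0.0644 for Ptgds to 0.276 for Apod, and that of Baiap2l1 (0.0622 and 0.0536). Leaving out WT 1, CX3CL1-ct 2 or CX3CL1-ct 3 ended the calls of 8 of them, all but Ptgds, Slc6a13 and Aldh1a2 (at most 0.0889, 0.105 and 0.101). CX3CL1-ct 1 ended them for 7 of these, all but Emp3 (at most 0.0994), and CAMK 3 for 7, all but Cldn11 (at most 0.0769). CAMK 1 and CAMK 2 ended them for Apod and Foxc1 (at most 0.0598 and 0.0661) and CX3CL1-ct 4 for Apod (0.0516). The number of genes called was 35, 14 and 13 without WT 1, 2 and 3, 40, 37 and 37 without CX3CL1-ct 1, 2 and 3, and 47 without CAMK 3. It was 154 and 158 without CX3CL1-ct 4 and 5. The list calls ended without WT 1 for choroid plexus (adjusted p = 0.147), neocortex (0.0701) and immediate early genes (0.0565), without CX3CL1-ct 5 for immediate early genes (0.0579), and without WT 2 for striatum (0.0608). That of the endothelial genes ended without CAMK 1 (0.0509), CX3CL1-ct 1 to 4 (0.0743, 0.10, 0.113 and 0.191), WT 2 (0.309) and WT 3 (0.0571). With the female share as a covariate, the list calls of striatum (median -0.06, adjusted p = 0.304), dentate (-0.10, 0.279) and endothelial genes (0.04, 0.621) ended with smaller medians. That of neocortex (0.147) ended with a median of 0.38. Those of Apod (log2 fold change 1.06, adjusted p = 0.0570) and Emp3 (1.03, 0.0517) ended with folds not much smaller. The thalamus (adjusted p = 0.00685), neural stem cell (0.00130) and ribosomal lists (0.0249) then passed, as did Birc5 (0.0145), Camk2a (0.0406) and Zbtb20 (0.0450) with lower values and Elavl4 (0.0263) with higher values over all genes.

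CAMK against WT is the control for the driver. Proliferation genes were lower in CAMK: 29 of 30 members fell, with a median log2 fold change of -0.32 (camera adjusted p = 1.55e-14), and 14 passed adjusted over the list alone and 2 over all genes. Birc5 stood at 3.35 ± 0.275 FPKM (n = 3) against 5.75 ± 0.403 (n = 3; adjusted p = 0.0201) and Cdk1 at 5.09 ± 0.586 against 8.56 ± 1.24 (adjusted p = 0.0271). Top2a, the topoisomerase of dividing cells, stood at 9.28 ± 0.617 against 14.1 ± 2.15 (adjusted p = 0.0984, or 0.0195 with the replicate number as a block). Meningeal genes rose, with 13 of 13 members higher (median 0.53, adjusted p = 3.78e-05), 4 of them past the list alone, among them Fmod (2.53 ± 0.611 against 0.753 ± 0.300) and Ogn (4.97 ± 0.139 against 2.47 ± 0.638). The genes nearly restricted to WT went the same way, with a median level relative to WT of 0.935 to 1.05 in WT and 0 to 0.0221 in CAMK, so the fall cannot be ascribed to the driver apart from them. With an estimated correlation the adjusted p was 0.474 for the proliferation list and 0.570 for every other list called, and fry called the proliferation list alone (0.0386).

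Striatum genes fell, with 17 of 18 members lower (median -0.69, adjusted p = 8.22e-04), as did choroid plexus genes, with 12 of 13 lower (median -0.54, adjusted p = 0.00454). Both depended on single libraries: the striatum median was -0.32 without WT 2 and -1.40 without WT 1, and the choroid plexus median -0.23 without WT 1 or CAMK 1 and -0.92 without WT 2. The mean of the striatum list was lower in WT 1 (1.94) than in every CAMK library, and the exact two-sided permutation p of the list mean was 0.4 for both lists. Ependyma genes fell, with 11 of 13 lower (median -0.36, adjusted p = 0.00330), with Mia, Foxj1 and Dnah9 past the list alone. Immediate early genes fell, with 13 of 16 lower (median -0.30, adjusted p = 0.00648), with Arc past the list alone (1.96 ± 0.351 against 3.75 ± 0.996). Astrocyte genes fell, with 16 of 19 lower (median -0.19, adjusted p = 0.00749). Neural stem cell and radial glia genes fell, with 16 of 20 lower (median -0.17, adjusted p = 0.00660). Ribosomal protein genes fell, with 30 of 41 lower (median -0.08, adjusted p = 0.00847). None of these 3 lists had a member past the list alone. Neocortex genes rose, with 14 of 18 higher (median 0.27, adjusted p = 0.00330). Past the list alone were 7 higher, among them Rorb (9.88 ± 0.556 against 3.97 ± 0.162), and 1 lower, Bcl11b, a transcription factor of deep-layer neurons (27.6 ± 3.66 against 48.9 ± 10.3). Over all genes Bcl11b fell (adjusted p = 0.0397) and Rorb did not pass (0.0723), while with the block Rorb passed (0.00249) and Bcl11b did not (0.0559). The adjusted p with an estimated correlation was 0.570 for each of these 8 lists. Without CAMK 1 the median was -0.10 for astrocyte, -0.20 for ependyma, -0.13 for ribosomal protein and 0.41 for neocortex genes. It was -0.01 for ribosomal protein genes without CAMK 2, and for neocortex genes 0.17 without CAMK 3 and 0.46 without WT 2.

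Of the other 22 lists, 4 passed with the replicate number as a block. They were GABAergic interneuron (4 of 19 positive, adjusted p = 0.196, or 0.0203 with the block), glutamatergic synapse (20 of 28, 0.0746 and 0.0447), inflammation and interferon (2 of 8, 0.0755 and 0.0447) and neurotrophin and growth factor (4 of 16, 0.0906 and 0.0357). Past the list alone in the synapse list were Gria1, an AMPA receptor subunit (69.8 ± 3.15 against 95.9 ± 3.19), lower, and Syn1 and Syt1, higher. In the inflammation list these were Ifitm3 (5.54 ± 0.737 against 11.8 ± 0.129) and Bst2, both lower. In the TGF-beta list (13 of 25 positive, adjusted p = 0.687) they were Tgif1 and Tgfbi, lower, and Smad1, higher. In the intermediate progenitor list (8 of 17 positive, adjusted p = 0.835) they were Ncam1, Stmn1 and Elavl4, higher, and Igfbpl1, lower. In the CA field list (4 of 15 positive, adjusted p = 0.347) they included Spock1, higher, and Zbtb20 and Fibcd1, lower. Bcl11b was lower and Pdzd2 higher in the dentate list (4 of 12 positive, adjusted p = 0.181), and the apoptosis list (9 of 16 positive, adjusted p = 0.513) also had a member past the list alone. The remaining 13 lists had no member past the threshold, with camera adjusted p from 0.0906 to 0.923.

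With the block, more of the named list members passed over all genes. Those with lower values in CAMK were Zbtb20 (adjusted p = 0.00213), Ifitm3 (0.00532), Gria1 (0.00893), Fibcd1 (0.0294), Bst2 (0.0375) and Foxj1 (0.0446). Those with higher values were Col1a2 (0.0139), Fmod (0.0227), Ogn (0.0235), Rasgrf2 (0.0351), Slc6a13 (0.0367), Stmn1 (0.0376) and Cux1 (0.0493). Camera's direction went against the median in the TGF-beta (median 0.02, direction down), intermediate progenitor (-0.05, up) and oligodendrocyte (-0.02, up) lists, and against the mean in the CA field (0.02, down) and sex-linked (-0.04, up) lists.

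Over all genes 59 passed, 14 higher and 45 lower, and 2044 had an unadjusted p under 0.05. With the replicate number as a block 490 passed, 309 higher and 181 lower, and 58 of the 59 were among them. The blocked spread rests in part on CX3CL1-ct 1 to 3, which were more alike than any other libraries (robust SD of the log2 ratio 0.0698 to 0.0958). The blocked p-values may therefore be too small. Kitl, the ligand of the receptor KIT, rose from 14.2 ± 0.971 to 35.0 ± 7.63 FPKM (log2 fold change 1.22, SE 0.18, adjusted p = 0.0147). Ptger3, a prostaglandin receptor, rose from 1.18 ± 0.163 to 5.03 ± 0.665 (log2 fold change 1.47, adjusted p = 0.0148). Spock1 (0.66), Clmp (0.64), Ncald (0.55), Mast4 (0.47), Cd200 (0.41), Cables2 (0.37) and Fgf12 (0.36) rose by less on the log2 scale. The largest falls were again in genes nearly restricted to WT, such as Rhox5 (0.0393 ± 0.0681 against 5.67 ± 1.23 FPKM, log2 fold change -2.67, adjusted p = 9.50e-05). Baiap2l1 (-2.35), Hand2 (-2.01), Slc16a3 (-1.98) and Dkk1 (-1.68) fell likewise, and Eno1b was listed at 0 in all 3 CAMK libraries and at a mean of 3.54 in WT. Prph, an intermediate filament of peripheral neurons, fell by 1.43 on the log2 scale, S100a6 went from 21.8 ± 0.264 to 9.76 ± 0.972 FPKM and Sdpr from 5.73 ± 0.408 to 2.36 ± 0.328.

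The 9 rises named each lost their call without WT 2, without WT 3 and without CAMK 3, while the folds stayed similar (log2 fold change of Kitl 1.10 to 1.41 and of Fgf12 0.33 to 0.42 over all libraries left out), with a highest adjusted p from 0.117 for Kitl to 0.211 for Fgf12. Leaving out CAMK 1 or CAMK 2 ended 7 of them each (at most 0.140 and 0.154), WT 1 ended 6 (at most 0.0945), CX3CL1-ct 1, 2 and 3 ended 3, 5 and 5 (at most 0.0748, 0.0813 and 0.0864), and CX3CL1-ct 4 ended that of Cd200 (0.0503). The calls of Rhox5, Baiap2l1, Hand2, Slc16a3, Dkk1, Eno1b, Prph and S100a6 held without any 1 library. Birc5 lost its call without CAMK 1, 2 or 3 or WT 1, 2 or 3 (adjusted p = 0.0505, 0.10, 0.0893, 0.0638, 0.0756 and 0.149). Cdk1 lost it without CAMK 1 (0.102), CAMK 2 (0.120), CX3CL1-ct 1 (0.0502), CX3CL1-ct 3 (0.0528), WT 1 (0.0756) and WT 2 (0.158). Sdpr and Bcl11b lost theirs without WT 2, WT 3 or any of the CAMK libraries (at most 0.157 and 0.216), Sdpr also without WT 1 (0.0638) and Bcl11b without CX3CL1-ct 1, 2 or 3 (at most 0.0723). Over all libraries left out their log2 fold changes were -0.68 to -0.58 for Birc5, -0.76 to -0.59 for Cdk1, -1.07 to -0.93 for Sdpr and -0.96 to -0.66 for Bcl11b. With the 2 compared groups alone the calls of Mast4 (0.137), Cd200, Prph and Birc5 (0.0661 each), Cables2 (0.118), Fgf12 (0.141), Cdk1 (0.128) and Bcl11b (0.152) ended, and Rorb (0.00421), Zbtb20 (0.00671), Ifitm3 (0.0174) and the inflammation (0.0387) and neurotrophin lists (0.0384) passed. With CX3CL1-ct 1 to 3 averaged, Kitl alone of the 9 rises kept its call (adjusted p of the others 0.0676 to 0.119), and those of Sdpr (0.0794), Birc5 (0.0559), Cdk1 (0.0796) and Bcl11b (0.111) ended. The number of genes called was 14 and 12 without WT 2 and 3, 32, 26 and 22 without CAMK 1, 2 and 3, and 38 without CX3CL1-ct 2 or 3. It was 89, 91 and 152 without CX3CL1-ct 4, 5 and 6. List calls ended without WT 1 for astrocyte (adjusted p = 0.148), choroid plexus (0.420), ribosomal protein (0.111) and neural stem cell genes (0.110), and without CAMK 1 for astrocyte (0.0895), choroid plexus (0.317) and ependyma genes (0.0573). They also ended without CAMK 2 for ribosomal protein genes (0.166) and without WT 2 for striatum genes (0.273). With the female share as a covariate no call of a list or gene named for CAMK against WT ended, and the thalamus list passed (0.0285). Over all genes Cenpf (0.0327), Top2a (0.0499), Zbtb20 (0.0452), Mia (0.0434), Gria1 (0.0430) and Ifitm3 (0.0452) then passed with lower values. Rorb (0.0452), Fmod (0.0254), Slc6a13 (0.0483) and Stmn1 (0.0321) passed with higher values.

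**Figure D3:**
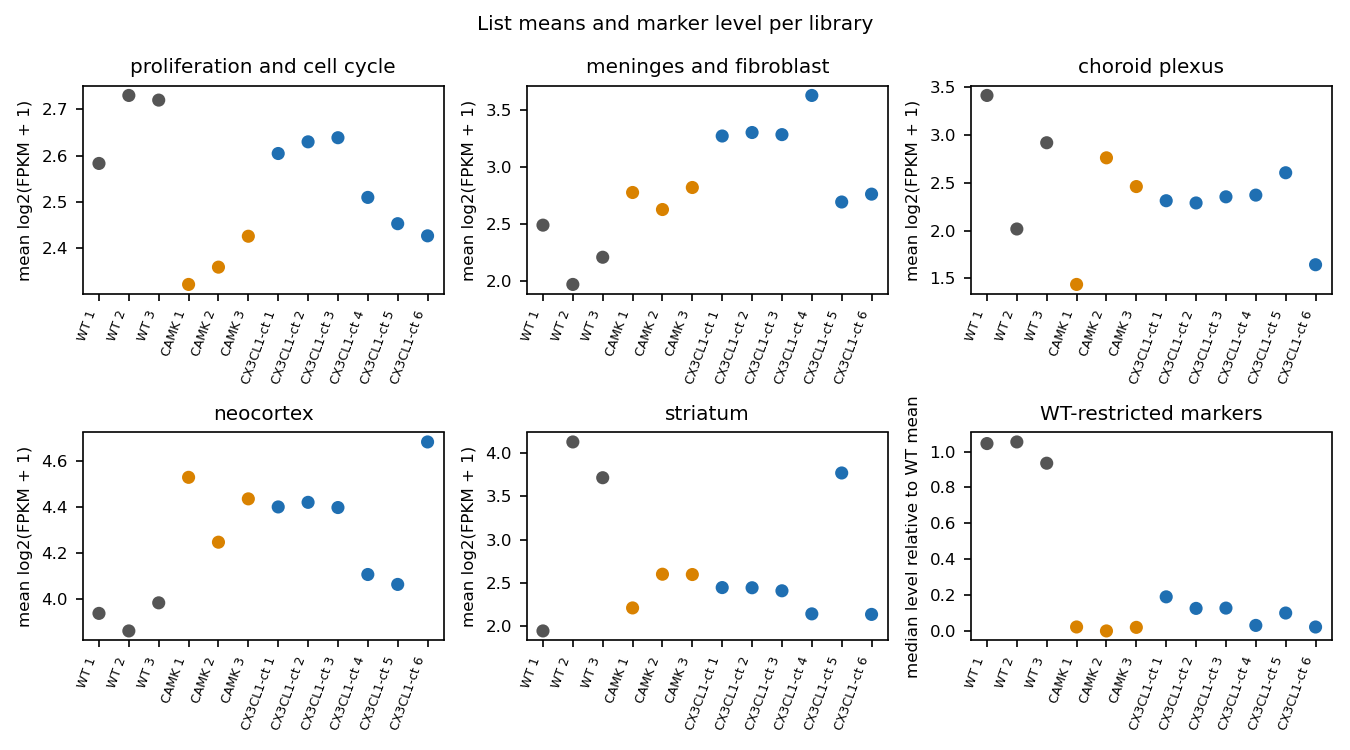
Mean log2(FPKM + 1) of 5 gene lists, and the median level of 6 genes nearly restricted to WT relative to the WT mean (y axes), in each of the 12 libraries (x axis, coloured by group). The proliferation list stood at 2.58 to 2.73 in WT, 2.32 to 2.43 in CAMK and 2.43 to 2.64 in CX3CL1-ct.

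Wdr60, Esyt2, Ncapg2 and Ptprn2, which lie side by side on chromosome 12 (116206262 to 117276849), were lower in both groups that carry the driver. In CX3CL1-ct all 4 passed against WT over all genes (adjusted p = 0.00877, 2.11e-04, 0.0239 and 0.0195 in that order). In CAMK, Wdr60, Esyt2 and Ncapg2 passed against WT (0.0225, 7.81e-04 and 0.0351), and Ptprn2 had an adjusted p of 0.0837, or 0.00492 with the block. Esyt2, a tether of the endoplasmic reticulum to the plasma membrane, stood at 9.40 FPKM in CAMK and 9.56 in CX3CL1-ct against 17.1 in WT. The median ratio of the 4 genes to the WT mean was 0.469 to 0.574 in the 9 libraries with the driver and 0.881 to 1.06 in the WT libraries. The call of Esyt2 held without any 1 library in both comparisons. Those of Wdr60, Ncapg2 and, for CX3CL1-ct, Ptprn2 ended without WT 2 (at most 0.225) or WT 3 (at most 0.201). Some also ended without CAMK 1, 2 or 3 (at most 0.124, 0.0792 and 0.162), CX3CL1-ct 1, 2 or 3 (at most 0.0647, 0.0569 and 0.0568) or WT 1 (0.0741). Over all libraries left out the log2 fold changes were -0.97 to -0.76 and -0.95 to -0.74 for Wdr60 in CAMK and CX3CL1-ct, -0.92 to -0.69 and -0.85 to -0.62 for Ncapg2, and -0.75 to -0.64 for Ptprn2 in CX3CL1-ct. With the 2 compared groups alone the calls of Wdr60 (0.0727) and Ncapg2 (0.141) in CAMK and of Ptprn2 in CX3CL1-ct (0.0631) ended, and Ptprn2 passed in CAMK (0.0496). With CX3CL1-ct 1 to 3 averaged, Esyt2 alone kept its calls (adjusted p of the others at most 0.108).

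**Figure D4:**
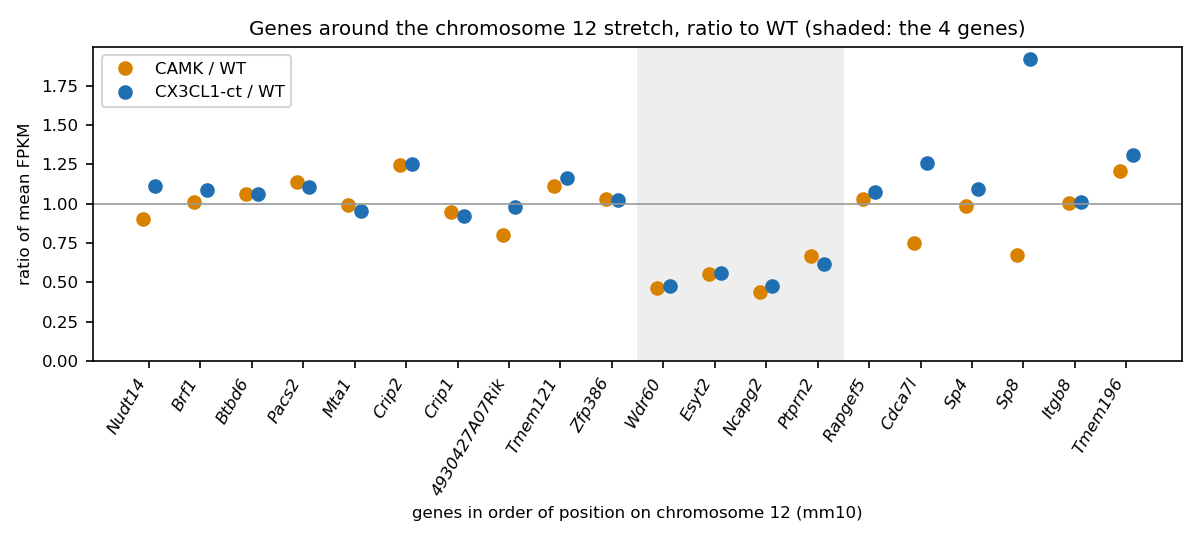
Ratio of mean FPKM to WT (y axis) for CAMK and CX3CL1-ct of the 4 genes (shaded) and 16 flanking genes in order of position on chromosome 12 (x axis). The 4 genes had a median ratio of 0.506 in CAMK and 0.518 in CX3CL1-ct, and the flanking genes 1.01 and 1.09.

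Against both controls 6 genes were lower in CX3CL1-ct and 0 higher, and all 6 were listed at 0 in every CX3CL1-ct library: Celf2, Gm10855, Gm10115, Gm26315, Rn7s6 and Rn7sk. Unchanged groups simulated against the same 6 libraries shared a mean of 0.02 genes and at most 1 in 50 simulations, and independent lists of these sizes would share 0.0204 lower genes. Groups without change have hardly any calls to share, so the simulated value leaves out the effects. When the 6 libraries were split into 3 for each control, all 20 splits gave 6, which the 0 in every library fixes in advance. The comparisons of CX3CL1-ct and CAMK with WT shared 36 genes, 6 higher and 30 lower. Simulated groups without change shared 0, having hardly any calls, and independent lists would share 0.0280 higher and 0.115 lower, so neither value gives the overlap of 2 real lists with the same WT libraries. The 3 WT libraries cannot be split into sets of at least 2, and part of the overlap may come from the shared controls.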

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

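The tests that weigh the 3 patterns in this part were chosen only after the results they measure had been seen.

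In the 6 CX3CL1-ct libraries, a result is given here where the gap from the highest or lowest library to its nearest neighbour, as a share of the group's range, was above Dixon's critical value of 0.625. This held for 17 of 124 results tested, where 6.2 would be above it by chance.

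CX3CL1-ct 4 stood at 9.89 FPKM for Tgfb2 against 5.92 to 6.59 in the others (share 0.829), at 539 for Ptgds against 125 to 201 (0.816) and at 9.82 for Fibcd1 against at most 6.08 (0.776). It stood at 95.3 for Gria1 against 68.5 to 74.8 (0.766), and at a mean log2 level of 4.57 for the transgene and receptor list against 4.06 to 4.21 (0.710). CX3CL1-ct 5 stood at 5.11 FPKM for Smad3 against 3.61 to 4.02 (0.730), at 3.05 for Wdr60 against 2.00 to 2.39 (0.626) and at 2.05 for Ctgf against 6.35 to 8.78 (0.639). Its mean log2 level was 3.77 for the striatum list against 2.13 to 2.45 (0.810) and 2.96 for the TGF-beta and Smad list against 3.06 to 3.11 (0.695). CX3CL1-ct 6 stood at 12.1 FPKM for Rorb against 4.55 to 7.12 (0.66) and at 16.3 for Rasgrf2 against 10.2 to 12.5 (0.634). It stood at 38.3 for Clmp against 26.4 to 28.8 (0.802), at 1.78 for Sdpr against 3.02 to 3.42 (0.761) and at 1.93 for Arc against 2.60 to 2.98 (0.638). Its mean log2 level for the choroid plexus list was 1.64 against 2.29 to 2.61 (0.671). CX3CL1-ct 1 stood at 131 FPKM for Eid1 against 147 to 156 (0.636).

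The 4 neighbouring chromosome 12 genes Wdr60, Esyt2, Ncapg2 and Ptprn2 were lower in all 9 libraries with the driver than in every WT library. Their median ratio to WT was 0.506 in CAMK and 0.518 in CX3CL1-ct, which is consistent with loss of one copy of the stretch on the chromosome that carries the driver, a hypothesis found and tested on the same data. Depth or normalization of the libraries is argued against by the 16 flanking genes, whose median ratio in CAMK was 1.01. DNA of another strain beside the driver cannot be told apart from it, because 0 flanking genes passed between CAMK and WT and a short stretch need not reach them. Runs of 4 of 5 neighbouring genes arose in 1000 permutations of the gene order with p = 0.0280 (CAMK against WT) and 0.0769 (CX3CL1-ct against WT). In the latter, chromosomes 17 (Ptprm to Epb41l3) and 18 (Klhl14 to Mapre2) had runs as dense, both higher. These p-values take neighbouring genes as independent and measure clustering along the chromosome, not a difference between groups. An effect of the transactivator on the 4 genes was not tested.

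Genes such as Hand2 and Rhox5 were nearly restricted to WT: their lowest WT level was 4.92 times the highest of the 9 other libraries, although Xist was low and high in both sets, which argues against the sex of the pups. RNA of cycling cells of sympathoadrenal type could raise both these genes and the proliferation list. In the 6 CX3CL1-ct libraries the level and the list mean correlated with r = 0.734 (exact permutation p = 0.126, 0.874 adjusted over 32 lists) and rho = 0.771 (exact p = 0.103, adjusted 0.595), and r was 0.490 without CX3CL1-ct 4 and 6, so it cannot be told apart with 6 libraries. Of 24 sympathoadrenal genes, 13 with a mean of at least 1 FPKM in CAMK, 8 were higher in all WT than in all CAMK libraries, where 8.93 percent of all genes were, but the list includes genes whose fall prompted it, so the count is no test, and the most abundant, Chgb, stood at 32.4 FPKM in WT and 38.6 in CAMK, and Chga, Th, Dbh and Gata3 were not higher in every WT library either. An effect of the driver or the transgene on cycling cells stays open too: between CX3CL1-ct and CAMK the proliferation list kept an adjusted p of 0.0298 with the level as a covariate, but the level goes with the genotype.

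The 6 genes listed at 0 in every CX3CL1-ct library could be failed estimates in the deposited table: 4 of them, Celf2 included, overlap the Celf2 gene, and Rn7sk is an RNA that cells of every type use. No gene was at 0 in all CAMK or all WT libraries alone with a mean of at least 5 FPKM elsewhere, but Snord34 and Gm24729 were at 0 in every CX3CL1-ct and WT library and at 2045 and 9.91 FPKM in CAMK. Loss of the transcripts in CX3CL1-ct hippocampus would also give 0, but would not account for the 2 genes at 0 in WT. Celf2 at 1 percent of its CAMK level would give about 313 fragments in the shallowest CX3CL1-ct library, so depth does not account for the 0. The 4 genes at Celf2 are listed under 1 shared locus (chromosome 2, 6539694 to 7396000), so their values need not be separate losses. The driver acts in forebrain neurons, and loss in these alone would leave the Rn7sk of other cells. It was at 0 in all 6 libraries, so such a loss does not account for Rn7sk. For the other genes the 2 explanations cannot be told apart, because the table gives no fragment counts.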

How the results depend on the processing

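Averaging CX3CL1-ct 1 to 3, leaving out WT 3 and CAMK 3, the 2 covariates and leaving out genes at 0 in a whole group were chosen after seeing the data, and the cause of the differences given here was not tested unless stated. Of 239 results, 237 kept direction and call with a pseudocount of 0.1, 237 with 0.5, 235 with median-of-ratios scaling, 232 with quantile normalization, 231 without a filter and 237 with a robust prior. In CX3CL1-ct against WT the share of calls that were higher was 44 percent, and which direction held the majority depended on the setting. It was 27.4 percent with median-of-ratios scaling, 30 with quantile normalization, 10.5 with the 2 compared groups alone and 7.14 with CX3CL1-ct 1 to 3 averaged, but 56.2 with a pseudocount of 0.1, 64.2 with the female share and 67.4 with the replicate block. No filter gave 144 genes for CX3CL1-ct against WT and 123 for CAMK against WT. A mean FPKM of at least 5, which tests fewer genes, gave 6 for CX3CL1-ct against CAMK, 15 for CX3CL1-ct against WT and 8 for CAMK against WT. Sample weights, whose estimation did not converge, gave 75 genes and 8 lists for CX3CL1-ct against CAMK, 5863 and 3708 genes for CX3CL1-ct and CAMK against WT, and 47 against both controls. For CX3CL1-ct against CAMK 58 of these genes were higher and 17 lower, where the main result had 2 higher and 8 lower. The 2 compared groups alone gave 38 genes for CX3CL1-ct against WT, 4 of them higher, and 58 for CAMK against WT, of which 30 were among the 59 (27 higher, against 14).

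With the replicate block 490 genes passed between CAMK and WT, whose numbers go with both the correlation of the samples and their female share, and it changed no other call than those given beside the results. The other libraries share only a number, and their deviations from the group means did not go by number. With the replicate block there, 171 genes and 9 lists passed for CX3CL1-ct against CAMK, 540 and 14 for CX3CL1-ct against WT, and 95 genes against both controls. Of the 171 genes 119 were higher in CX3CL1-ct and 52 lower, so most were higher, while most of the 10 in the main result were lower. Camera with estimated correlation called 0 lists in each comparison (0, 3 and 2 at an unadjusted p under 0.05), and fry called 0, 3 and 1 (7, 9 and 4). With CX3CL1-ct 1 to 3 averaged, 28 genes passed for CX3CL1-ct against WT and 26 for CAMK against WT. With WT 3 and CAMK 3 left out as well, which leaves fewer samples, these were 12 and 5. Of the 12, 11 were among the 75 of the main result, and of the 5, 3 were among the 59. In that setting 193 of 239 results kept direction and call, and 46 were weaker. The female share as covariate gave 254 and 321, and turned camera's direction for the striatum list, not called before, from down to up between CX3CL1-ct and CAMK (median 0.09 before and 0.67 after, adjusted p = 0.00293). Genes at 0 in a whole group left out gave 0 by limma for CX3CL1-ct against CAMK (1028 at an unadjusted p under 0.05) and 0 against both controls, where all 6 calls were such genes. Without 1 library at a time, CX3CL1-ct against CAMK gave 7 to 12 genes and 3 (CAMK 2) to 10 lists (CX3CL1-ct 6), CX3CL1-ct against WT 13 (WT 3) to 158 genes (CX3CL1-ct 5) and 7 to 11 lists, CAMK against WT 12 (WT 3) to 152 genes (CX3CL1-ct 6) and 8 to 13 lists, and 6 to 7 genes passed against both controls. The planned covariate for sex in 2 classes was not run. At about 11900000 to 15700000 fragments per library, genes near 1 FPKM rest on few fragments, and the table gives no counts to weigh them by.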

Other observations

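The tests over other splits of the libraries and of runs of neighbouring genes were chosen only after the results had been seen.

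A run of neighbouring histone genes of the Hist1h cluster, made in S phase (chromosome 13, 23738808 to 23752886), had higher means in CX3CL1-ct than in CAMK. Hist1h1c stood at 54.2 ± 2.5 FPKM (n = 6) against 43.2 ± 1.53 (n = 3), Hist1h3c at 33.3 ± 3.56 against 23.4 ± 2.39 and Hist1h2ab at 18.7 ± 3.28 against 11.6 ± 2.02. None passed over all genes (limma adjusted p = 0.379, 0.262 and 0.499). In the run 4 of 5 neighbours, these and Hist1h2bb, had an unadjusted p under 0.01. As dense a run arose in 2 of 1000 permutations of the gene order (permutation p = 0.00300). That p takes neighbours as independent and measures clustering along the chromosome, not a difference between CX3CL1-ct and CAMK. Hist1h3c was also lower in CAMK than in WT (36.4 ± 1.96 FPKM, adjusted p = 0.0357). Of 16 germline genes that methylation silences, Rhox5, Asz1, Dazl and Sohlh2 were higher in all WT than in all CAMK libraries, as were 8.93 percent of all genes. The list was chosen after Rhox5 and Asz1 were seen, so this is no test.

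For CX3CL1-ct against CAMK, 3 of 84 splits of the 9 libraries gave at least as many genes as the real 10, and the highest other split gave 373, with CX3CL1-ct 5 and CAMK 1 exchanged. This excludes chance only for the genes listed at 0: all but Eid1 of the 10 are at 0 in a whole group, and without such genes limma called 0 (1028 at an unadjusted p under 0.05). For lists chance cannot be excluded: 61 of 84 splits gave at least the real 4, and the highest other gave 16. For CX3CL1-ct against WT, 2 of 84 gave at least the real 75 genes, and the highest other gave 1611, with CX3CL1-ct 5 and WT 1 exchanged. This excludes chance only if the 9 libraries are independent samples, while CX3CL1-ct 1 to 3 were alike, and averaging them left 28 genes. For lists 20 of 84 gave at least the real 9, so chance cannot be excluded, and the highest other gave 15. Splits that call several times the real count point to a structure of the samples other than the groups. Both gene splits named put together the libraries with the highest female share. These were CX3CL1-ct 5 (87.9 percent) with CAMK 2 and 3 (95.1 and 60.6) or with WT 2 and 3 (97.7 and 66.6). The mean of the striatum list was also highest in them, so sex and tissue taken along were not told apart. The female share differed between the groups as well, so the real splits are not free of it either. For CAMK against WT the 10 splits are too few for a share under 0.05: the real split gave 59 genes and 10 lists, and the highest other gave 2 and 8. Among the splits that part all 3 same-numbered pairs, the real one gave 59 genes and the others 0, 0 and 2, with 1, 3 and 8 lists.

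Xist stood at 0.169, 107 and 65.5 FPKM in CAMK 1, 2 and 3, at 6.38, 113 and 74.1 in WT 1, 2 and 3, and at 0.908, 0.897, 0.798, 0.140, 96.3 and 8.49 in CX3CL1-ct 1 to 6. The summed FPKM of Y-linked genes was 63.4, 3.23 and 27.7 in CAMK, 46.2, 3.48 and 24.4 in WT, and 69.7, 74.9, 72.4, 67.1, 7.14 and 57.1 in CX3CL1-ct. Of all pairs of other libraries, CAMK 3 was closest to a sum of 0.38 parts CAMK 1 and 0.62 parts CAMK 2 (residual SD 0.0587), where Xist gave 0.386 and the Y-linked genes 0.406 for CAMK 1. WT 3 was closest to 0.26 parts WT 1 and 0.74 parts WT 2 (residual SD 0.0714), where Xist gave 0.364 and the Y-linked genes 0.489. A sum of CX3CL1-ct 1 and 3 came closer to CX3CL1-ct 2 (0.0574) than the sum for CAMK 3. Closer than that for WT 3 only were CX3CL1-ct 3 to CX3CL1-ct 2 and CAMK 3 (0.0670) and CX3CL1-ct 1 to CX3CL1-ct 2 and CAMK 1 (0.0678). CX3CL1-ct 1 had 0.42 parts in CX3CL1-ct 2, where Xist gave 0.902 and the Y-linked genes -0.909. CAMK 3 had 0.16 parts in CX3CL1-ct 3, where they gave -0.00154 and 0.0530. CAMK 1 had 0.26 parts in CX3CL1-ct 1, where they gave -0.0149 and 0.457. Xist was low in CX3CL1-ct 1, 2 and 3 and CAMK 1, so it says little on sums of these alone. CAMK 3 and WT 3 held both Xist (65.5 and 74.1 FPKM) and Y-linked RNA (27.7 and 24.4), which argues against a single pup as the source of each. These values cannot show whether CAMK 3 and WT 3 are samples independent of libraries 1 and 2 of their groups. If they are not, the p-values against CAMK and WT rest on fewer independent samples than n = 3. CX3CL1-ct 1, 2 and 3 were more alike than any other libraries, with a robust SD of the log2 ratio over 3201 genes of 0.0698 to 0.0958, against 0.101 for the next pair, WT 2 and 3. The first 505 genes of the table are sorted by mean FPKM apart from the rest, where the order starts again. Of those tested, 11.8 percent had an unadjusted p under 0.05 for CX3CL1-ct against CAMK, 60.3 for CX3CL1-ct against WT and 74.3 for CAMK against WT, against 6.2, 10.8 and 10.5 percent of the rest.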
